A study of Mus musculus with 12 samples. Its data were reported in "Zinc inhibits lethal inflammatory shock by preventing microbe‐induced interferon signature in intestinal epithelium" (2020).

How the data were processed

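Total RNA from the livers of 12 mice had been sequenced as single-end reads of stranded TruSeq libraries on a NextSeq 500. The authors mapped the reads to mouse mm10 with hisat and made read counts per Ensembl gene with featureCounts, excluding multimapping reads, and the deposited table holds these raw counts with no normalization, 1 column per mouse. The annotation release and the strand setting of the counting were not stated, so levels of genes that overlap a gene on the opposite strand are uncertain. Levels of genes with near-identical copies are uncertain as well. Each column was checked to hold whole numbers. Of the 54838 gene identifiers, 54723 were given a symbol and 54809 coordinates from the GENCODE M21 annotation of GRCm38. Total counts lay between 9091152 and 12303527 per library and summed to 133821926, so a gene with 3 counts or fewer in each library of a group was treated as being at the floor, and folds against such a group are lower bounds computed against 3 counts. Each column was assigned to its group from the labels and no column was left unused. The variation between replicates, measured as chi-square per degree of freedom, was 6.20 to 20.7 times that of counting alone, so no library was a copy of another in its group.

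The comparisons, tests, gene lists, alternatives and the rule for named genes were set before the data were examined, except where stated. Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, in 1 fit of the 12 libraries with 1 coefficient per group, following the study's methods, which name DESeq2 with an FDR of 5%. Wald tests used unshrunken log2 fold changes, size factors, and the default independent filtering and Cook's distance. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.8. The comparisons were zinc-PBS, water-Dex and zinc-Dex each against water-PBS, zinc-Dex against water-Dex, zinc-Dex against zinc-PBS, and the interaction of zinc and Dex. With 3 mice against 3, an exact permutation test of a single value cannot go below 0.10, so single genes rest on the model's shared estimate of the spread.

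The text names the genes of the metal-response list, *Mlkl*, *Zbp1* and *Ripk3*, and the 5 most abundant glucocorticoid receptor targets. For each comparison it also names the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 50 normalized counts and with the treated mice all on one side of the controls, the last of which was not asked of the interaction. Genes outside this rule are marked as named after their values were seen. The result of 1 further gene of this rule is not reported here.

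Shares of overlapping calls were given Wilson 95% intervals. The Dex effect in zinc-treated mice was set against that in water mice by total least squares over genes called in either. To show what shared controls and choice of genes give by themselves, counts were simulated 20 times with no zinc effect. Each gene was drawn independently, so variation that the genes of a mouse share was left out. Lists of metal-response, glucocorticoid receptor target, interferon-stimulated, clock, fasting, feeding, acute phase and early NF-κB genes were used. Lists of pancreas, gut epithelium, red blood cell and sex-linked genes served to look for other tissues and for mice of another sex. All but the metal-response list and these last lists were tested as sets with camera (limma 3.58.1, voom, TMM factors, preset inter-gene correlation 0.01) in 4 contrasts, adjusted over the 28 tests.

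On simulated counts for 11360 genes, of which 200 had a zinc effect, DESeq2 made 202 calls, recovered 98.5% of the changed genes and made 5 false calls. For 200 simulated interactions it made 209 calls, recovered 100% and made 9 false calls, and it made 0 calls for an unchanged Dex effect. edgeR recovered 99.5% of the zinc effects with 3 false calls. Both camera and fry found the changed set of 30 genes in the same simulated data. The gene effects were log2 1.32 for zinc and 1.585 for the interaction, in abundant genes only. The spread between replicates was assumed, and genes were drawn independently. The rates above are therefore not those of the real libraries.

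The results were also computed with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr), TMM factors in DESeq2, only genes with at least 10 counts in at least 3 libraries (13255 genes), a fit with the replicate number as a term, leaving out each library in turn, only the 6 libraries compared, no fold change threshold, no independent filtering, and no Cook's distance filter. The sets were also tested with fry and with camera with an estimated correlation. After seeing the data, the genes changed by Dex and further changed by zinc were added, and so was a fit with the libraries in the order of the deposited table. Each comparison of 6 libraries was repeated over the 10 splits of those libraries into groups of 3, with those 6 libraries in the fit. For the interaction, the zinc labels were redrawn 30 times within the PBS-injected and within the Dex-injected mice, or 100 times for the sets. The number 30 was set below that of a first run to limit the computing time, after that run's counts had been seen, and the share of each count stayed on its side of 0.05. List scores per library were tested by an exact two-sided permutation of the zinc labels within PBS-injected and within Dex-injected mice, 400 labellings, with adjustment over 10 scores. Trends of the log2 fold changes on GC content and gene length were fitted by a local regression over 9568 genes, and their size was set against the effects. Figures were drawn with matplotlib 3.10.9. Reads, other tissues and other strains of the study were not used here.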

Results

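RNA was sequenced from the livers of 12 C57BL/6J mice in 4 groups of 3. Mice drank plain water or water with 25 mM ZnSO4 for 7 days and then received an intraperitoneal injection of PBS or of 200 µg dexamethasone (Dex), a synthetic agonist of the glucocorticoid receptor. Livers were taken 2 h after the injection. The groups are called water-PBS, zinc-PBS, water-Dex and zinc-Dex, and water-PBS is the control. The table held raw read counts for 54838 genes, of which 26191 had at least 1 count. The total count was 9923154, 11277215 and 9091152 in water-PBS replicates 1 to 3 and 11622004, 11603571 and 11396737 in zinc-PBS. It was 11503469, 11165847 and 11710307 in water-Dex and 11282053, 10942890 and 12303527 in zinc-Dex. Pearson's r of log2 counts between replicates of a group lay between 0.979 and 0.990 across genes, which are not independent replicates. The first principal component of the 500 most variable genes held 85.4% of their variance and separated the 6 Dex-injected from the 6 PBS-injected mice. Levels are given as normalized read counts, mean ± SD with n = 3 mice per group. A gene was called at a DESeq2 adjusted p under 0.05 and an absolute log2 fold change above 0.8. Intervals for shares cover counting error only. Coordinates are on mm10 (GRCm38) from the GENCODE M21 annotation.

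**Figure D1:**
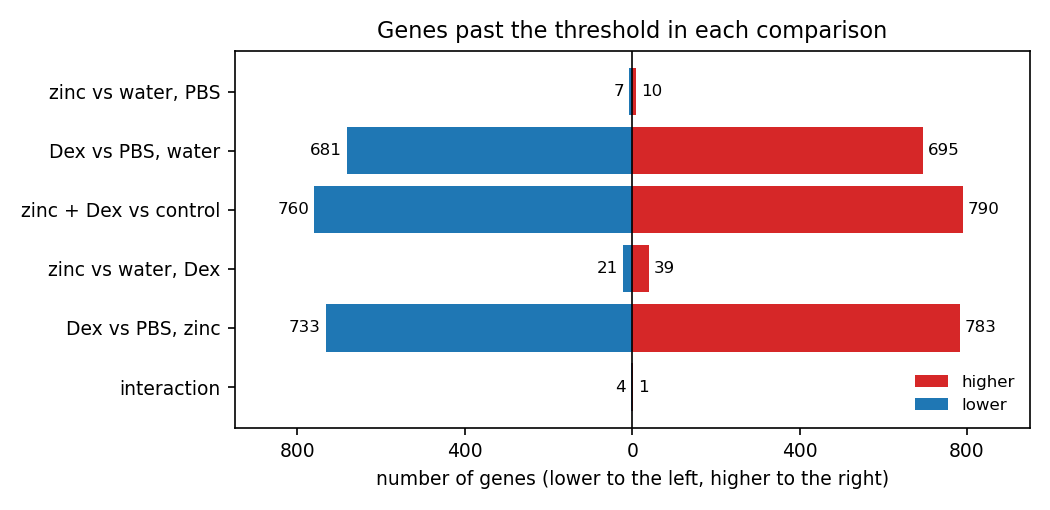
Number of genes past the threshold in each comparison (x axis, number of genes, lower to the left and higher to the right; n = 3 mice per group). Zinc alone changed 17 genes and Dex alone 1376.

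The first comparison asked what zinc in the drinking water changed in liver without Dex. Zinc-PBS differed from water-PBS in 17 genes, of which 10 were higher and 7 lower. With no true zinc effect and genes drawn independently, 20 simulations gave a mean of 0.45 calls, from 0 to 3. Fits of these 6 libraries alone gave 21 genes for the real split. The other splits, which mix zinc-treated and water mice, gave 0 to 16, with a median of 4. The simulations may therefore understate what differences between mice can give. Omitting the fold change threshold moved the count of 17 most, to 42 genes. Leaving out 1 library also moved it, to 11 without water-PBS replicate 1, to 11 without zinc-PBS replicate 1, to 28 without zinc-PBS replicate 2, to 28 without zinc-PBS replicate 3 and to 38 without water-PBS replicate 3.

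Among called genes with a mean of at least 50 normalized counts, the zinc-responsive metallothionein genes rose most. *Mt1* (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327) rose from 349 ± 122 in water-PBS to 5106 ± 1479 in zinc-PBS (log2 fold change 3.87, SE 0.228, DESeq2 adjusted p 1.2e-60). *Mt2* (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) rose from 27.8 ± 15.6 to 1169 ± 406 (log2 5.38, SE 0.379, DESeq2 adjusted p 5.6e-42). The antisense gene *Gm45774*, also called higher, overlaps *Mt2*, so the levels of both are uncertain. *Slc39a4* (ENSMUSG00000063354, chromosome 15, 76612383 to 76617384), which encodes the zinc importer ZIP4, fell from 667 ± 95.3 to 236 ± 22.5 (log2 -1.50, SE 0.154, DESeq2 adjusted p 7.2e-19). These 3 calls held in each of the 13 alternative fits. *Slc30a1* (ENSMUSG00000037434, chromosome 1, 191906767 to 191913247), a zinc exporter gene with an overlapping opposite-strand gene, rose from 555 ± 100.1 to 904 ± 73.8 (log2 0.70, SE 0.127, DESeq2 adjusted p 4.3e-05). It stayed under the fold change threshold, except without water-PBS replicate 3 (log2 0.84). Of the 10 listed metal-response genes, 3 were called, 4 had an adjusted p under 0.05 over all genes and 6 adjusted over the list alone. The study picked *Mt1*, *Mt2* and *Slc39a4* from these samples, so the count adjusted over the list alone is not independent evidence. *Slc30a10*, *Slc39a10*, *Slc39a14*, *Mtf1* and *Agtpbp1* were not called with zinc. *Slc30a10* and *Mtf1* each have an overlapping opposite-strand gene, so their own levels are uncertain. *Slc30a2* had a mean of 2.66 ± 1.73 in zinc-PBS and 0 in both Dex-injected groups, too few counts for a comparison.

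**Figure D2:**
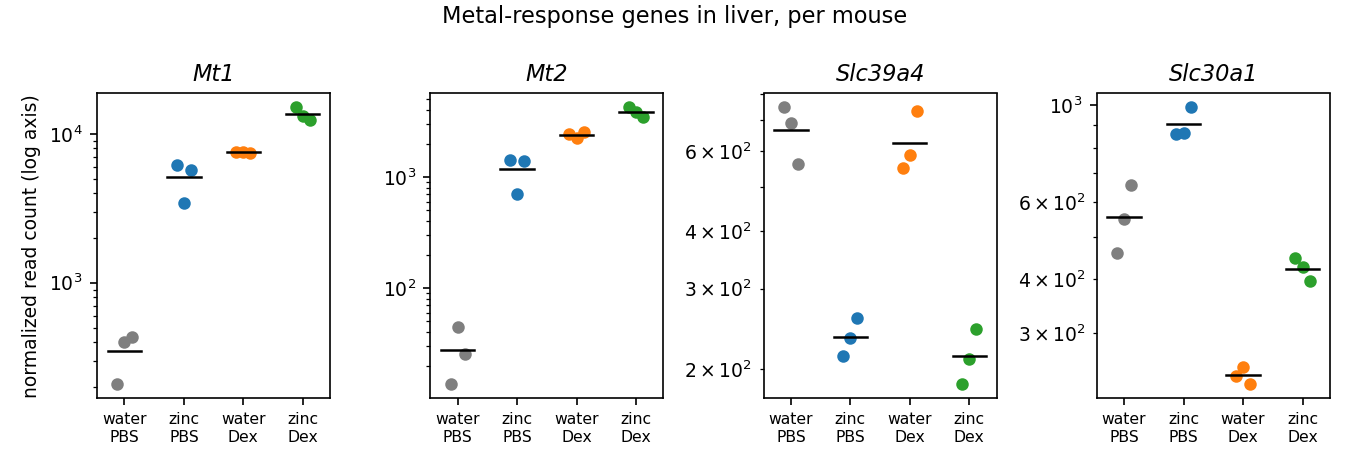
Normalized read count (y axis, log scale) of metal-response genes in each of the 12 mice, by group; points are mice and bars the group mean. *Mt1* averaged 349 in water-PBS and 5106, 7558 and 13573 in zinc-PBS, water-Dex and zinc-Dex.

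Other genes named by the rule also changed with zinc. *Phlda1* (ENSMUSG00000020205, chromosome 10, 111506286 to 111508645) rose by log2 1.58 (SE 0.257, DESeq2 adjusted p 1.3e-06), *Dsg1c* by 1.34 and *Erbb4* by 1.14. *G6pc* (ENSMUSG00000078650, chromosome 11, 101367561 to 101377903), which encodes glucose-6-phosphatase, fell from 2600 ± 771 to 789 ± 233 (log2 -1.72, SE 0.339, DESeq2 adjusted p 0.000486). *Slc25a25* (ENSMUSG00000026819, chromosome 2, 32414487 to 32451445), which has an opposite-strand neighbour *Naif1*, fell from 1641 ± 483 to 543 ± 46.1 (log2 -1.60, SE 0.190, DESeq2 adjusted p 1.4e-13). *Tubb2a* (log2 -1.12) and *Cyp2b10* (log2 -0.98) were lower. *Phlda1*, *G6pc* and *Slc25a25* were called in each of the 13 alternative fits. *Dsg1c*, *Erbb4*, *Tubb2a* and *Cyp2b10* lost their call under edgeR, with adjusted p of 0.149, 0.126, 0.178 and 0.207. With the replicate number as a term in the fit, *Tubb2a* and *Cyp2b10* lost it as well, with adjusted p of 0.256 and 0.281. Each of these 4 also lost it without 1 library. *Dsg1c* did so without zinc-PBS replicate 2 (DESeq2 adjusted p 0.0824), and *Erbb4* without water-PBS replicate 1 (0.0551) or zinc-PBS replicate 1 (0.126). *Tubb2a* did so without water-PBS replicate 1 (DESeq2 adjusted p 0.0923) or zinc-PBS replicate 1 (0.416). *Cyp2b10* did so without water-PBS replicate 3 (log2 -0.77), zinc-PBS replicate 1 (DESeq2 adjusted p 0.421) or zinc-PBS replicate 3 (0.0793).

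The next comparison asked what Dex changed after 2 h in mice on plain water. Water-Dex differed from water-PBS in 1376 genes, 695 higher and 681 lower. The fits without 1 library gave 1193 to 1350. *Gm19439*, an unclassified transcript with 0 counts in each water-PBS mouse, reached 195 ± 27.7, at least 59.1-fold higher. *Fam107a*, with at most 2 counts in a water-PBS mouse, reached 802 ± 110 and was at least 243-fold higher. *Ddit4* rose from 86.8 ± 33.4 to 2984 ± 482 (log2 5.11, SE 0.203, DESeq2 adjusted p 2.2e-136), and *Ciart* rose by log2 4.95. *Mt2* rose by log2 6.42 and *Mt1* by 4.44. The largest named decreases were *Osgin1* (log2 -3.99), *G0s2* (-3.66), *Angptl8* (-3.64), *Hhex* (-3.44) and *Egr1* (-3.42). Single libraries moved some of these values. *Egr1* stood at 3379 in water-PBS replicate 1 and at 551 and 302 in the other two, and its log2 fold change was -1.70 without that replicate. That of *Angptl8* was -2.81 without water-PBS replicate 3. Over its 13 alternative fits, the log2 fold change of *Ciart* lay between 4.46 and 5.87.

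Of 18 listed glucocorticoid receptor target genes, 16 were called higher with Dex, 17 had an adjusted p under 0.05 over all genes and 18 adjusted over the list alone. The most abundant of them were *Tat* (ENSMUSG00000001670, chromosome 8, 109990437 to 109999803; 9502 ± 2345 to 62751 ± 1264, log2 2.72), *Pck1* (log2 1.62), *Tdo2* (1.62), *Errfi1* (1.53) and *Igfbp1* (3.58). The value of *Igfbp1* lay between 3.04 and 4.57 over its 13 alternative fits. *Slc30a1* fell by 1.21 on the log2 scale with Dex and *Slc39a14* rose by 0.84. The call of *Slc39a14* was lost without water-PBS replicate 3 or water-Dex replicate 3, where its lowest log2 fold change was 0.76. *Slc39a4* was not changed by Dex (log2 -0.10, DESeq2 adjusted p 0.730).

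Both treatments together were compared with the control to show the combined effect. Zinc-Dex differed from water-PBS in 1550 genes, 790 higher and 760 lower. The fits without 1 library gave 1421 to 1525. *Gm19439* was at least 61.9-fold and *Fam107a* at least 230-fold higher. *Mt2* rose by log2 7.11, *Ciart* by 5.38 and *Mt1* by 5.28. *Slc39a4* (log2 -1.64) and *Slc30a10* (log2 -1.08) were lower. The largest named decreases were *Osgin1* (log2 -4.55), *Angptl8* (-4.04; -3.21 without water-PBS replicate 3), *Id2* (-3.64), *Arrdc3* (-3.28) and *Pde4b* (-3.22).

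The effect of Dex was then measured in zinc-treated mice. Zinc-Dex differed from zinc-PBS in 1516 genes, 783 higher and 733 lower. The fits without 1 library gave 1312 to 1437. *Gm19439* was at least 75.0-fold higher. *Fam107a* rose by log2 7.85, *Ddit4* by 5.67, *Sult1e1* by 5.15 (4.16 to 5.56 over its 13 alternative fits) and *Cyp2b10* by 5.09. *Osgin1* (log2 -4.53) and *Arrdc3* (log2 -3.85) were lower. *Cxcl1*, *Cxcl10* and *Socs3* had log2 fold changes of -7.04, -5.71 and -4.20, which rested on 1 mouse in size. *Cxcl1* stood at 3021 in zinc-PBS replicate 1 and at 50.7 and 163 in replicates 2 and 3. Without zinc-PBS replicate 1 the values were -3.72, -3.41 and -2.77, with DESeq2 adjusted p of 8.6e-10, 2.1e-09 and 8.2e-12. The same 587 genes were called higher by Dex in water and in zinc-treated mice, 84.5% of the 695 (Wilson 95% interval 81.6% to 87.0%). The same 455 were called lower in both, 66.8% of the 681 (Wilson 63.2% to 70.2%). These comparisons share no library.

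The effect of zinc was also measured in Dex-injected mice. Zinc-Dex differed from water-Dex in 60 genes, 39 higher and 21 lower. Simulations with no zinc effect and genes drawn independently gave a mean of 0.75 calls, from 0 to 2. Fits of these 6 libraries alone gave 60 genes for the real split and 0 to 13, with a median of 1, for the other splits. Omitting the fold change threshold gave 173 genes and edgeR 21. The count was 33 without water-Dex replicate 1, 29 without water-Dex replicate 2, 26 without zinc-Dex replicate 1 and 101 without zinc-Dex replicate 2. *Slc39a4* fell from 624 ± 97.3 to 214 ± 29.8 (log2 -1.54, SE 0.157, DESeq2 adjusted p 8.7e-19). *Slc30a1* rose from 240.05 ± 10.7 to 422 ± 24.8 (log2 0.81, SE 0.137, DESeq2 adjusted p 3.8e-06), and its fold change was 0.78 without water-Dex replicate 3 and 0.77 without zinc-Dex replicate 1, under the threshold. *Mt1* rose from 7558 ± 62.4 to 13573 ± 1379 (log2 0.84, SE 0.223, DESeq2 adjusted p 0.0189). Its call was lost in 9 of 13 alternative fits, among them each of the 6 that left out 1 library, where the adjusted p reached 0.473 without zinc-Dex replicate 1. *Mt2* was not called (log2 0.69, DESeq2 adjusted p 0.477). *Slc30a10* had a log2 fold change of -0.80 at an adjusted p of 0.000399, just within the threshold. It was called lower in 7 of 13 alternative fits, among them edgeR (log2 -0.80, adjusted p 0.0405), TMM factors and only the 6 libraries compared, and its log2 fold change reached -0.92 without zinc-Dex replicate 2. Of the metal-response list, 3 genes were called, 4 had an adjusted p under 0.05 over all genes and 5 adjusted over the list alone, and 1 was called without water-Dex replicate 3.

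The other named genes higher with zinc in Dex-injected mice were *Dsg1c* (log2 1.90, SE 0.296, DESeq2 adjusted p 2.3e-07), *Tnfrsf19* (1.32), *Atp6v0d2* (1.22), *Aqp8* (1.19) and *Adamts2* (1.18). Those lower were *Mup11* (log2 -2.04), *Sult3a2* (-1.41), *Tcf24* (-1.33) and *Arntl* (-1.28). *Mup11* belongs to a family of near-identical genes and *Tcf24* has an overlapping opposite-strand gene, so their own levels are uncertain. The calls of *Dsg1c*, *Atp6v0d2*, *Adamts2* and *Tcf24* held in each alternative fit that gave an adjusted p. *Aqp8* was lost in 8 and *Sult3a2* in 4 of their alternative fits. Without zinc-Dex replicate 1 the DESeq2 adjusted p was 0.0531 for *Aqp8*, 0.300 for *Sult3a2* and 0.0972 for *Tnfrsf19*. *Aqp8* was also lost without any one of the water-Dex replicates, with a DESeq2 adjusted p of up to 0.235 without replicate 1. *Sult3a2* was lost without zinc-Dex replicate 3 (DESeq2 adjusted p 0.227) and *Mup11* without water-Dex replicate 1 (0.0577). Under edgeR the adjusted p was 0.0532 for *Tnfrsf19* and 0.0628 for *Arntl*. With only the 6 libraries compared in the fit, *Arntl* had a DESeq2 adjusted p of 0.209.

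Overlaps between the 2 treatments were counted because the study asked, in another tissue, whether zinc acts on the genes that Dex regulates. Of the 695 genes higher with Dex, 4 were also higher with zinc, a share of 0.576% (Wilson 95% interval 0.224% to 1.47%). They were *Mt1*, *Mt2*, *Gm45774* and *Erbb4*, of which *Gm45774* was named after its values were seen. Unrelated lists of these sizes would share 0.527 genes (Fisher's exact test, two-sided p 0.00124). That test takes genes as independent. *Mt1* and *Mt2* are neighbouring metallothionein genes and *Gm45774* may be *Mt2* reads, so this p is too small. Simulations with no zinc effect against the same controls gave 0, but with a mean of 0.45 zinc calls they had few to share. As many shared genes came from 5 of 30 redrawn zinc labellings, the real one included. Some of these 5 kept the real zinc labels of the PBS-injected mice, so their number is no chance rate for the overlap. At an unadjusted p under 0.05, 75 of the 695 were higher and 36 lower with zinc. Both comparisons use the water-PBS mice, which by itself favours the same direction. The simulations gave no value for such unadjusted counts, here or for the genes lower with Dex, so these counts do not measure the overlap. Without 1 library the share lay between 0.284% (without water-PBS replicate 1) and 1.30% (without zinc-PBS replicate 3), and it was 1.08% without water-PBS replicate 2 and 1.01% without zinc-PBS replicate 2. Of the 681 genes lower with Dex, 0 were also lower with zinc, which allows a share of up to 0.561% (Wilson), while the simulations gave a mean of 0.0205%. At an unadjusted p under 0.05, 37 of them were lower and 39 higher with zinc. The share was 0.723% without water-PBS replicate 3, 0.177% without water-PBS replicate 2, 0.157% without zinc-PBS replicate 2 and 0.181% without water-Dex replicate 2. In opposite directions, 3 genes (*Slc25a25*, *Cyp2b10* and *Ppp1r3c*) were higher with Dex and lower with zinc, and 1 gene (*Nab2*) was lower with Dex and higher with zinc. *Ppp1r3c* and *Nab2* were named after their values were seen. *Nab2* has overlapping opposite-strand genes, so its own level is uncertain.

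Genes changed by Dex were further compared between zinc-Dex and water-Dex. Of the 695 genes higher with Dex, 3 (*Mt1*, *Il1rn* and *Synj2*) were higher still with zinc, or 0.432% (Wilson 0.147% to 1.26%). *Il1rn* and *Synj2* were named after their values were seen. The number was 1 under edgeR, 1 with TMM factors, 0 without water-Dex replicate 1, and 1 without water-PBS replicate 2, without water-Dex replicate 2 or without zinc-Dex replicate 3. Of the 681 genes lower with Dex, 0 were lower still with zinc, and 1 was without water-Dex replicate 1, without zinc-Dex replicate 1 or without zinc-Dex replicate 2. In opposite directions, 0 genes were higher with Dex and lower with zinc, and 6, among them *Slc30a1* and *Tnfrsf19*, were lower with Dex and higher with zinc. At an unadjusted p under 0.05, 81 of the 695 were higher still and 42 were lower with zinc, and 18 of the 681 were lower still and 66 were higher. Both comparisons use the water-Dex mice, with opposite signs, which by itself favours opposite directions. The simulations gave no value for these unadjusted counts, so no conclusion is drawn from them. None of the 18 listed glucocorticoid receptor targets was called for zinc in PBS-injected or in Dex-injected mice. At an unadjusted p under 0.05 the numbers were 6 and 0.

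Whether zinc changed the size of the Dex response was tested gene by gene and over all responding genes. The interaction was called for 5 genes, 1 positive and 4 negative. It was negative for *Mt2* (log2 -4.69, SE 0.512, DESeq2 adjusted p 6.7e-16), *Mt1* (-3.03, SE 0.319, 6.4e-17), *Phlda1* (-1.63, SE 0.371, 0.0480) and the pseudogene *Mup-ps13* (-1.21, SE 0.192, 2.9e-06), and positive for *Slc25a25* (1.47, SE 0.267, DESeq2 adjusted p 0.000221). *Mup-ps13* (ENSMUSG00000095532, chromosome 4, 61534230 to 61536973) shares sequence with the expressed *Mup* genes, so its level is uncertain. The number was 3 under edgeR, where *Slc25a25* (log2 1.47, adjusted p 0.183) and *Phlda1* (log2 -1.63, adjusted p 0.551) lost their call. It was 9 without water-PBS replicate 3 or zinc-PBS replicate 1, 10 without zinc-PBS replicate 2, zinc-PBS replicate 3 or water-Dex replicate 3, and 23 without zinc-Dex replicate 2. *Phlda1* lost its call without water-PBS replicate 1 (DESeq2 adjusted p 0.0504), water-Dex replicate 1 (0.448), water-Dex replicate 2 (0.121), zinc-Dex replicate 1 (0.225) or zinc-Dex replicate 3 (0.138). *Slc39a4* had no interaction (log2 -0.04, DESeq2 adjusted p 1).

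**Figure D3:**
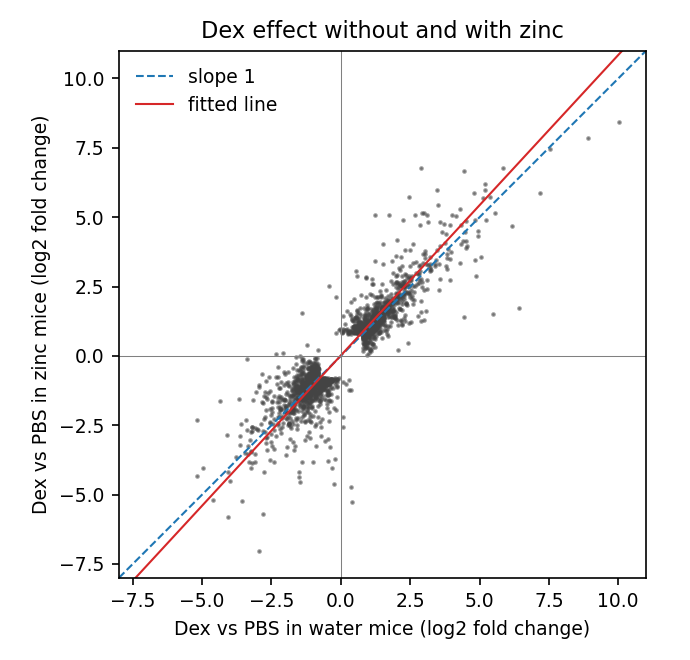
Log2 fold change with Dex in zinc-treated mice (y axis) against that in mice on plain water (x axis) for the 1849 genes called in either comparison; each point is a gene. The fitted slope was 1.08, and 98.9% of the genes had the same sign.

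Across the 1849 genes called for Dex in water or in zinc-treated mice, the total least squares slope of the Dex effect with zinc on that without zinc was 1.08. Pearson's r was 0.912 and 98.9% of genes had the same sign; these genes are not independent replicates. Simulations with no zinc effect gave a mean slope of 0.998 (SD 0.0231, 0.953 to 1.04). The slope was 1.05 under edgeR and 1.01 without water-PBS replicate 1, which lies within the simulated range. The zinc effects in PBS-injected and in Dex-injected mice, which share no library, had a Pearson's r of 0.488 across the 72 genes called in either, and 88.9% had the same sign. Without *Mt1*, *Mt2* and *Gm45774*, r was 0.692 across 69 genes. Called higher with zinc in both were *Mt1*, *Dsg1c* and *Slc43a1*, and called lower in both were *Slc39a4* and *Tubb2a*; *Slc43a1* was named after its values were seen.

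Sets of genes were tested with camera over 7 lists and 4 contrasts, 28 tests in all, with Benjamini-Hochberg adjustment. Of these, 11 had an FDR under 0.05. With Dex, the glucocorticoid receptor targets rose (median log2 2.42, FDR 7.1e-17), interferon-stimulated genes fell (median -0.56, FDR 6.0e-07), and fasting genes (median 0.77, FDR 0.0102) and acute phase genes (median 0.70, FDR 0.0499) rose. *Pck1*, *Angptl4* and *Igfbp1* of the fasting list and *Lcn2* of the acute phase list are also listed receptor targets. These rises are therefore not fully separate from that of the targets. With zinc in PBS-injected mice, interferon-stimulated genes fell (median -0.11, FDR 0.000311), as did fasting genes (median -0.27, FDR 0.0293). Early NF-κB genes (median 0.81, FDR 0.000295) and acute phase genes (median 0.56, FDR 0.00462) rose. With zinc in Dex-injected mice no set passed, and at an unadjusted p under 0.05 the number was 0. The interaction passed for fasting (FDR 0.00539), feeding (FDR 0.0271) and acute phase genes (FDR 0.0271). The clock list passed in 0 of its 4 tests, and 0 of them had an unadjusted p under 0.05. The list joins genes that peak with *Arntl* and genes that peak opposite to it. A test for a change in 1 direction therefore cannot decide whether the clock genes shifted. Only the Dex effects on the receptor targets (FDR 3.2e-06) and on the interferon-stimulated genes (FDR 0.00193) held under the rotation test fry, and none held with the correlation estimated per set. Without zinc-PBS replicate 1 the rise of acute phase genes with zinc had an FDR of 0.657 and that of early NF-κB genes an FDR of 0.0238.

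Interferon-stimulated genes were listed because the study measured several of them in ileum. Of 36 such genes, 0 were called for zinc in PBS-injected mice. At an unadjusted p under 0.05 the number was 6, and 1 had an adjusted p under 0.05 adjusted over the list alone. Without water-PBS replicate 3, 1 gene was called. The study's own liver list held *Cmpk2*, which is among the 36, as lowered by zinc. With Dex, 10 of 36 were called, 9 of them lower, and 26 had an adjusted p under 0.05 both over all genes and adjusted over the list alone. With zinc in Dex-injected mice 0 were called, 3 had an unadjusted p under 0.05, and 1 passed both over all genes and adjusted over the list alone. *Mlkl* (log2 -0.04), *Zbp1* (-0.43) and *Ripk3* (-0.13) were not called for zinc, with DESeq2 adjusted p from 0.874 to 1. *Zbp1* was called lower with Dex (log2 -0.81, DESeq2 adjusted p 0.00327), but not without water-PBS replicate 2 (log2 -0.65) or water-Dex replicate 1 (log2 -0.73), and *Mlkl* (-0.78) was just within the threshold.

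Of the 15 listed clock genes, 0 were called for zinc in PBS-injected mice, 7 had an unadjusted p under 0.05 and 7 had an adjusted p under 0.05 adjusted over the list alone. In Dex-injected mice 5 were called, 2 higher and 3 lower, and 11 passed adjusted over the list alone. The study's own liver list held *Arntl* and *Npas2* as lowered by zinc without Dex. The 5 genes that peak with *Arntl* were lower with zinc in both comparisons. Of the 8 expressed genes that peak opposite to it, 7 were higher in each comparison and 6 in both. The counts in each comparison were the same under TMM factors and under edgeR.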

Values the study reported

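The study reported that zinc in the drinking water changed 275 genes in ileum and 23 genes in liver, of which 3 were shared (Mt1, Mt2 and Slc39a4). In ileum, 4.2% of the genes upregulated by Dex (20 of 481) were also induced by zinc, and the overlap of downregulated genes was 4.98%. There, 3.8% of the Dex-induced genes (17 of 451) and 6.5% of the Dex-reduced genes (16 of 247) were further changed by zinc.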

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

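The edgeR fits, fry tests and fits without 1 library in this part were planned as alternatives. Their use to explain these results was chosen only after the results were seen. So was each other test in this part, apart from the counts of regrouped samples. The results stand out because the effect of zinc differed between PBS-injected and Dex-injected mice by a test of the difference itself. On redrawing the zinc labels within PBS-injected and within Dex-injected mice, 6 of 30 labellings, the real one included, gave as many genes with an interaction as the 5 called, and 41 of 100 gave as many sets with an interaction as the 3 found. A labelling that swaps the zinc labels in only 1 of the 2 injection groups turns a zinc effect into an interaction, and 1 such labelling gave 165 genes, so these counts leave open whether the number is larger than chance gives. For the 5 genes, a difference in library size is argued against by the log2 interaction of the total count per library, -0.19, too small for the calls. A trend of the interaction on GC content or gene length is argued against by its size, at most 0.15 at any gene.

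*Mt1* and *Mt2* had log2 interactions of -3.03 and -4.69, and the 12 fits that each left out 1 library gave -3.25 to -2.76 and -5.22 to -4.35. The summed counts of *Mt2* and its antisense gene *Gm45774* also gave -4.69. *Gm45774* held only 1.25% to 1.54% of the *Mt2* counts in the 3 treated groups, so this sum could hardly differ. Reads shared by both genes were not separated, so the sum cannot decide whether the overlap affects the value of *Mt2*. On the count scale the level with both treatments was 1.10 times the sum of the single effects for *Mt1*, a difference of 1258 normalized counts (SE 1170), and 1.09 times for *Mt2*, a difference of 333 (SE 329). The negative values may therefore be a product of the log scale, with zinc and Dex each adding transcripts, and effects that add remain a hypothesis found on these data. A limit on transcription common to both treatments was not tested.

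*Slc25a25* had a log2 interaction of 1.47, since zinc lowered it in PBS-injected mice (log2 -1.60) and not in Dex-injected mice (log2 -0.12). The call held in each of the 12 fits without 1 library, with values of 1.22 to 1.65, and was lost under edgeR (adjusted p 0.183). A candidate explanation is the feeding state of the zinc-treated PBS mice. The feeding list had a median log2 of -0.23 with zinc in those mice (camera FDR 0.0975). The fasting list was lower as well (median -0.27, camera FDR 0.0293, 0.627 under fry and 0.649 without zinc-PBS replicate 2), although feeding moves the 2 lists in opposite directions. Feeding state and a direct effect of zinc cannot be told apart on these values, because the feeding list did not pass its test in either direction. Reads of the opposite-strand neighbour *Naif1* were not separated.

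*Mup-ps13*, a pseudogene, had a log2 interaction of -1.21, and the 12 fits without 1 library gave -1.31 to -1.09. It may carry reads of the expressed *Mup* genes, since 11 of the 13 other *Mup* genes with a mean of at least 50 counts also had an interaction under 0 (median -0.66, with the same count under TMM factors and under edgeR). The share of counts on *Mup* genes was 0.144% to 0.207% in zinc-Dex and 0.274% to 0.395% in the other groups. A lower expression of the family in zinc-Dex mice stays open as the origin of these reads, and no biological cause was tested.

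*Phlda1* had a log2 interaction of -1.63 with a DESeq2 adjusted p of 0.0480. The mouse with the highest level, zinc-PBS replicate 1 (729 against 398 and 303 in the other two), is argued against as the whole cause, since the interaction without it was -1.18 (DESeq2 adjusted p 0.0216, with adjusted p of up to 0.448 without water-Dex replicate 1). The call was lost under edgeR (adjusted p 0.551) and in 5 of the fits that left out 1 library, named in the report, and no adjusted p was given without water-PBS replicate 3, so it is near the threshold. A response to zinc that Dex prevents is a possible explanation that was not tested further.

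The interaction of the fasting list had a camera FDR of 0.00539 with a median log2 of 0.37, and 12 of 12 genes had an interaction above 0. Correlation between the genes of the list may be a source of the small FDR, which was 0.627 under fry. A single library may also contribute, since the FDR was 0.232 without water-PBS replicate 1, a fit with 1 mouse fewer. Scores per library gave an exact permutation p of 0.355 over 400 labellings.

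The feeding list had an interaction FDR of 0.0271 with a median log2 of 0.38, and 8 of 10 genes lay above 0. It was 0.627 under fry, 0.318 without zinc-Dex replicate 1, and the exact permutation p of its score was 0.29, so correlation between genes and single libraries may contribute to it.

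The acute phase list had an interaction FDR of 0.0271 with a median log2 of -0.47, and 1 of 10 genes lay above 0. It was 0.675 under fry and 0.749 without zinc-PBS replicate 1, and the exact permutation p of its score was 0.485. The 1 mouse, zinc-PBS replicate 1, had an acute phase score of 1.69 against -0.11 and 0.00138 in the other two, and may have had an inflammatory response unrelated to zinc. Whether it did was not tested. The adjusted p of these 3 scores over 10 scores was 0.944.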

How the results depend on the processing

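Tests in this part were planned, except the counts of genes changed by Dex and further changed by zinc, which were chosen after seeing the data, as was the order of the libraries. Among the named genes, the calls of *Mt1*, *Mt2* and *Slc39a4* for zinc kept their direction and their side of the threshold under the 13 alternatives run for them, with ranges of 3.61 to 4.09, 5.05 to 5.91 and -1.61 to -1.41 on the log2 scale.

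Under edgeR the number of genes was 9 for zinc against 17 (all 9 among the 17), 21 for zinc in Dex-injected mice against 60 (20 shared) and 3 for the interaction against 5 (3 shared). Of the genes changed by zinc in Dex-injected mice, 52.4% were higher under edgeR and 65% in the main result. The slope of the Dex effect was 1.05 against 1.08, and 1 gene raised by Dex was further raised by zinc against 3. With TMM factors that number was also 1. With the filter of 10 counts the slope was 1.05. With no fold change threshold the counts were 42 for zinc, 3067 for Dex, 3174 for zinc plus Dex, 173 for zinc in Dex-injected mice and 3145 for Dex in zinc-treated mice, by its own construction. The cause of the other changes was not tested. Without independent filtering the count for zinc in Dex-injected mice was 40, each of them among the 60. With the libraries in the order of the deposited table, the count for zinc plus Dex was 1596 against 1550, since the filter on mean counts moved from 0.245 to 4.24.

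Under fry, the number of the 4 tests with an FDR under 0.05 was 1 against 2 for interferon-stimulated genes, 0 against 3 for fasting, 0 against 1 for feeding, 0 against 3 for acute phase and 0 against 1 for early NF-κB genes. With the correlation estimated per set it was 0 for interferon, 0 for receptor targets (1 in the main result), 0 for fasting, 0 for feeding, 0 for acute phase and 0 for early NF-κB genes.

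Samples of different groups share replicate numbers, but the numbers did not pair them. Of 18 pairs of same-numbered samples, 1 had a correlation of deviations above 0.1 (range -0.22 to 0.227, median 0.0299). With the replicate block, the interaction was called for 8 genes against 5 (the 5 among them), the slope was 1.05, and early NF-κB genes passed in 2 tests against 1. Acute phase genes passed in 2 tests against 3, and 2 Dex-raised genes were further raised by zinc against 3. The block gave 15 genes for zinc, 1256 for Dex, 1487 for zinc plus Dex, 49 for zinc in Dex-injected mice and 1387 for Dex in zinc-treated mice. Under it *Tubb2a* (adjusted p 0.256) and *Cyp2b10* (0.281) lost their call for zinc, and *Mt1* (0.274) and *Aqp8* (0.127) for zinc in Dex-injected mice.

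Fits that each left out 1 library gave 11 (without water-PBS replicate 1) to 38 (without water-PBS replicate 3) genes for zinc, 1193 to 1350 for Dex, 1421 to 1525 for zinc plus Dex, 26 (without zinc-Dex replicate 1) to 101 (without zinc-Dex replicate 2) for zinc in Dex-injected mice, 1312 to 1437 for Dex in zinc-treated mice and 4 to 23 (without zinc-Dex replicate 2) for the interaction. Shared with the main result were 10 of the 11 without water-PBS replicate 1, 7 of the 11 without zinc-PBS replicate 1, 13 of the 38, 20 of the 26 and 44 of the 101. The share of Dex-raised genes also raised by zinc was 0.284% (without water-PBS replicate 1) to 1.30% (without zinc-PBS replicate 3), and that of lowered genes 0% to 0.723% (without water-PBS replicate 3). The slope was 1.01 to 1.12 and the correlation of zinc effects 0.388 to 0.555. Dex-raised genes further raised by zinc numbered 0 (without water-Dex replicate 1) to 3, and Dex-lowered genes further lowered 0 to 1.

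Of the listed genes, the same fits called 3 to 4 metal-response genes for zinc, 3 to 5 for Dex and 1 (without water-Dex replicate 3) to 3 for zinc in Dex-injected mice, 14 to 17 receptor targets for Dex and 0 for zinc in Dex-injected mice (0 at an unadjusted p under 0.05 in the main result), and 0 to 1 interferon genes for zinc and 8 to 11 for Dex. Of the 4 tests per set, 2 to 3 passed for interferon, 1 to 3 for receptor targets (3 without zinc-PBS replicate 1), 0 for clock, 1 to 3 for fasting (1 without water-PBS replicate 1 or zinc-PBS replicate 2), 0 to 3 for feeding (3 without water-Dex replicate 3), 0 (without water-PBS replicate 3) to 3 for acute phase, and 1 to 2 for early NF-κB genes. The zinc effect changed sign for *Mlkl* (log2 -0.163 to 0.092) and *Ripk3* (-0.35 to 0.22), whose main values were near 0. Counting each named gene once per comparison, 11 calls were lost under at least 1 other setting and 14 without at least 1 library. Of the results of named genes that were not called, 1 (*Slc30a10* for zinc in Dex-injected mice) was called under at least 1 other setting and 5 without at least 1 library.

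With only the 6 libraries compared, the fits gave 21, 1250, 1439, 60 and 1367 genes in the 5 comparisons, and in each comparison only 1 of the 10 splits of the 6 libraries, the real one, gave as many. The other splits gave at most 16, 3, 5, 13 and 2 genes, and a share under 0.1 cannot be reached with 10 splits. For the listed genes, 1 of 10 splits gave as many calls for metal-response genes with zinc in PBS-injected and in Dex-injected mice, 1 for receptor targets with Dex and 1 for interferon genes with Dex. As many sets passed in 5 of 10 splits for zinc, 2 of 10 for Dex and 10 of 10 for zinc in Dex-injected mice, where 0 passed. On redrawing the zinc labels, 2 of 30 labellings gave a slope as far from 1 and 5 of 30 as many genes raised by both treatments. Some of these 5 kept the real zinc labels of the PBS-injected mice, so their number is no chance rate for that overlap. Only 1 of 30, the real one, gave as many zinc-changed genes with as high a correlation.

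The counts of at least 9091152 per library limit genes near the floor, such as *Slc30a2*, which was not compared.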

Other observations

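Apart from the regrouped samples, the tests in this part were chosen only after the result was seen, on lists of genes written before the data were examined.

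Clock genes that peak with *Arntl* were lower with zinc and most genes that peak opposite to it were higher. The difference between the 2 lists' scores rose by 1.61 on the log2 scale in PBS-injected and by 1.93 in Dex-injected mice, with each zinc-treated mouse above each of its 3 controls. The exact two-sided permutation p was 0.005, the smallest that 400 labellings can give, which argues against chance differences between libraries. Adjusted over 10 scores it was 0.0167. Of these scores, 3 were this difference and the 2 lists it is made of, each at 0.005, which makes the adjusted p smaller. The scores of the water-PBS mice alone ran from -1.01 to 0.884. Leaving out 1 library kept at least 68.7% of the shift (without water-PBS replicate 1), which argues against a single library as the whole cause. The trend on GC content and gene length differed by at most 0.21 between any 2 genes, too little for the shift. The zinc effects in the 2 settings had a Pearson's r of 0.936 across 14 clock genes, which are not independent replicates, and 12 had the same sign. A different time of sampling or of feeding could give the same pattern as an effect of zinc on the clock, and these cannot be told apart, because the labels give no time of day and each treatment has its own mice.

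Early NF-κB genes were higher with zinc in PBS-injected mice (camera FDR 0.000295), with scores of 2.92, -0.00838 and 0.600 in zinc-PBS replicates 1 to 3. Replicate 1 held most of the rise, but the FDR without it was 0.0238, so it is not the whole cause under camera. Replicate 2 lay within the water-PBS scores (-0.118 to 0.109), so the rest of the rise was in replicate 3. The exact permutation p of the score was 0.3 within PBS-injected mice. Under fry the FDR with the 12 libraries was 0.584. Acute phase genes were also higher (FDR 0.00462), and their FDR without zinc-PBS replicate 1 was 0.657, so this rise may rest on that mouse.

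The slope of the Dex effect with zinc on that without zinc was 1.08, above the simulated range of 0.953 to 1.04. The redrawn zinc labellings of the real libraries, apart from the real one, gave 0.952 to 1.10. Without water-PBS replicate 1 it was 1.01, so a single library may account for the excess over 1.

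*Gm45774* rose with *Mt2* in the 3 treated groups. Its counts were 1.54%, 1.25% and 1.31% of those of *Mt2* in zinc-PBS, water-Dex and zinc-Dex, a highest over lowest ratio of 1.23, so they may be *Mt2* reads counted on the antisense gene.

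The calls for zinc did not follow GC content or gene length, since the trend of the zinc effect on both was at most 0.054 on the log2 scale at any gene.

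Pancreas genes made up 0.000541% to 0.00122% of the counts of a library, gut epithelium genes 0.00491% to 0.0105% and red blood cell genes 0.00742% to 0.0183%. The most abundant were *Cela1* (mean 100.06), *Fabp2* (626) and *Hbb-bs* (662), and 1 of 10, 5 of 9 and 5 of 5 listed genes had a mean of at least 10 counts in liver. *Xist* was expressed in each library (4599 to 7803) and Y-linked genes summed to at most 0.903. None of the genes of these 4 lists was called for zinc, Dex, zinc and Dex together, zinc in Dex-injected mice or the interaction. With Dex in zinc-treated mice, 2 gut epithelium genes were called lower (median log2 of the list -2.41) and 1 red blood cell gene was called higher, and 4 and 4 genes of these lists had an unadjusted p under 0.05. With zinc in PBS-injected mice the gut epithelium list had a median log2 of 2.01, and 2 genes passed adjusted over the list alone. With Dex in mice on plain water its median was -0.34. The fall was therefore measured from higher zinc-PBS levels and does not by itself show an effect of Dex. At an unadjusted p under 0.05, 2 gut epithelium genes and 1 red blood cell gene differed with zinc, 2 red blood cell genes and 1 sex-linked gene with Dex, 1 red blood cell gene and 1 sex-linked gene with zinc and Dex together, and 1 pancreas gene with zinc in Dex-injected mice. For the interaction the number was 0.

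The share of Dex-upregulated genes also upregulated by zinc was 0.576% in liver, lower than the share the study quoted for ileum. The 4 shared genes were 40% of the 10 genes called higher with zinc, although *Gm45774* among them may be *Mt2* reads. Only 10 genes were called higher with zinc in liver, against 695 with Dex, so the share of 0.576% had to be small whatever the overlap. The difference from ileum is therefore no measure of how far the 2 treatments overlap. These are different tissues, and the ileum libraries were not analysed here.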
